A study of Mus musculus with 12 samples.

How the data were processed

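RNA was measured by poly-A selected RNA-seq in the stromal vascular fraction of mouse adipose tissue, the mixture of precursor, vascular and immune cells left when mature adipocytes are removed. The 12 libraries form 4 groups of 3: mice with an mCherry knock-in at the p21 gene (Cdkn1a) on a standard diet (SD mCherry, replicates 1, 2 and 3), the same genotype on a high-fat diet (HFD mCherry, replicates 15, 17 and 20), and high-fat diet mice in which the p21 promoter drives Tert (HFD Tert, replicates 25, 26 and 27) or TertCi, a catalytically inactive Tert (HFD TertCi, replicates 30, 31 and 33). Groups and replicate numbers were taken from the sample labels. The series' design text describes the high-fat diet control genotype as p21 heterozygous without naming mCherry, whereas the sample labels give mCherry, and the labels were followed. Sex, fat depot, age and sequencing batch are not given in the labels.

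The authors deposited 1 table of raw read counts per library, with a gene symbol and a count for each of 24422 features, per the file headers. RNA was column purified, poly-T selected and reverse transcribed with random hexamers, per the labels' protocols. The aligner, the counting program, the genome build, the annotation and the use of strand are not stated in the labels or file headers. The counts were used as deposited, 0 table lines lacked a gene name, and the feature list holds an added entry named mCherry_Tert whose sequence is not described. Gene symbols were compared with 2 annotations: 23204 of the 24422 symbols matched a RefSeq table of assembly GRCm38.p6 and 23376 matched GENCODE M21. Because the build behind the counts is not stated, no coordinates are given, and the annotation was used only to find genes that overlap one another.

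Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the 4 groups (16713 genes), library sizes were scaled by TMM factors (0.854 to 1.15), and 1 quasi-likelihood model with robust dispersion estimation was fitted to all 12 libraries with no covariate. The common biological coefficient of variation was 0.536, with 8 residual and a median of 2.71 prior degrees of freedom. Tests were 2-sided with Benjamini-Hochberg adjustment within each comparison, and a gene was called changed at an adjusted p-value under 0.05. The 4 comparisons were HFD mCherry against SD mCherry, HFD Tert against HFD mCherry, HFD TertCi against HFD mCherry, and HFD Tert against HFD TertCi. An F-test over the 4 groups was made in the same model. CPM values are relative to the TMM-scaled library size. Log2 fold changes are given with the standard error (SE) of the fit, and group levels as mean CPM with the standard deviation (SD) over libraries. Tert and Cdkn1a were compared between the 6 knock-in and the 3 HFD mCherry libraries by a 2-sided exact permutation test on the mean of log2(CPM + 0.1).

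Named genes followed a rule: in each comparison, up to 4 genes with the highest and up to 4 with the lowest log2 fold change among called genes with a mean of at least 1 CPM and no overlap between the libraries of the groups compared, together with Tert, Cdkn1a and any gene on the marker lists. Of the genes that met the rule, 1 is not reported here. The tests, the first set of alternatives below, this rule and the marker lists were fixed before the data were examined. The 9 marker lists were adipocyte, adipose progenitor, macrophage, lipid-associated macrophage, resident macrophage, inflammation, proliferation, p53 and senescence, and extracellular matrix, with 13 to 20 genes each, all tested. They were tested with fry from limma 3.58.1 on voom values, with adjustment over the 36 tests of 9 lists in 4 comparisons. Lpl is on 2 of the lists. A further 9 lists, for B cells, T cells, neutrophils, endothelial cells, mesothelial cells, skeletal muscle, erythrocytes, epididymis and epithelium, and sex-linked genes, described the make-up of each library. The level of a list is the mean log2 CPM of its tested members.

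Comparisons that share the HFD mCherry libraries share their chance deviations. The share of diet genes moving back and the correlation of the Tert and TertCi effects were therefore set against 50 simulated data sets. In these all 4 groups, SD mCherry included, had the same mean, so no diet effect was simulated. Other splits of the libraries were counted in full for pairs of groups (10 splits) and for 6 against 3 libraries (84 splits), and as 100 drawn splits over the 12 libraries.

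The pipeline was tested on simulated counts with 200 changed genes. With the dispersion of these data, 61 of the 200 genes (30.5%) changed by a log2 fold change of 2 were recovered among 16456 genes tested, and 158 (79.0%) of those changed by 4 among 16464 genes tested, with 5 false calls in each. With the dispersion multiplied by 0.1, 179 (89.5%) of the genes changed by 2 were recovered among 16404 genes tested. No recovered gene had the wrong direction. A marker list shifted by 2 was estimated at 2.12 and called by fry in 3 of the 3 comparisons that contained the shift, and 0 of the other 33 list tests were called. Genes were simulated independently of one another, so a list whose genes rise and fall together may be called less readily.

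Alternatives chosen in advance were DESeq2 1.42.0 (Wald test on the same filtered genes with its own size factors and default independent filtering), limma-voom, a fold change threshold, a fit to only the 2 groups compared, DESeq2 size factors or library size alone in the edgeR fit, no filter (20774 genes), a mean count of at least 50 (13636 genes), camera with a preset correlation of 0.01 or an estimated one, a pseudocount of 1, all 6 mCherry libraries as the Tert control, and leaving out each library in turn. DESeq2 gave no adjusted p-value for 177 to 823 genes per comparison, which were not counted as tested. After the data were seen, 5 settings were added: an epithelial score (the level of the epididymis and epithelium list) as a covariate, the 200 genes with the smallest diet p-values in place of the called diet genes, the mCherry_Tert feature in place of Tert, the mean of both knock-in groups against HFD mCherry, and that mean with the covariate. Also written after the data were seen, but before their own values were looked at, were 11 further epididymis genes and 6 urothelium genes, leaving out genes already seen in earlier tables.

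Total counts per library ran from 16430330 to 19486965. A count of 0 allows up to 3 counts, which is at most 0.193 CPM in these libraries. Such limits cover counting error only, because the labels describe no molecular identifiers.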

Results

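RNA-seq profiles of the adipose stromal vascular fraction were compared among 4 groups of 3 libraries: SD mCherry, HFD mCherry, HFD Tert and HFD TertCi. The libraries held 16430330 to 19486965 counts, with 16231 to 19147 genes detected in each. The 10 most abundant genes took 3.73% to 9.73% of a library's counts, the highest share being that of SD mCherry replicate 3. Spearman correlations between libraries of the same group ran from 0.870 to 0.984, and those between groups from 0.812 to 0.979. Counts of every pair of replicates differed by far more than sampling noise (smallest chi-square per degree of freedom 20.9), so no library was a copy of another. In a principal component analysis of log2 CPM, the first component held 45.03% of the variance, of which 32.8% lay between groups, and the second held 18.8%, of which 47.9% lay between groups.

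The labels were first checked with the knock-in transcripts. No read was counted for the added mCherry_Tert feature in any of the 6 mCherry libraries (0 counts, which allows up to 0.180 CPM in each), whereas the HFD Tert libraries had 33, 37 and 48 counts and the HFD TertCi libraries 41, 86 and 57 counts. Its level was 2.87 ± 1.37 CPM (SD, n = 6) in the knock-in libraries, at least 15.9-fold higher on average, and at least 10.7-fold higher in the lowest library, than the limit of 3 counts. This separation was the most extreme of the 84 splits of the 9 HFD libraries (2-sided exact permutation p = 0.0119, the smallest possible). Tert itself was counted 30, 17 and 27 times in the HFD mCherry libraries, 154, 131 and 282 times in HFD Tert and 187, 229 and 304 times in HFD TertCi. Its level was 12.01 ± 3.98 CPM (SD, n = 6) in the knock-in libraries and 1.43 ± 0.354 CPM (SD, n = 3) in HFD mCherry, a log2 difference of 2.94 in mean log2(CPM + 0.1) that was higher in 6 of 6 knock-in libraries (2-sided exact permutation p = 0.0119, the smallest possible). A pseudocount of 1 lowered this difference to 2.37, the largest shift among the alternatives for Tert that were chosen in advance. This separation bears on the Tert labels and leaves the mCherry label of the 6 mCherry libraries unchecked, since the only feature named for mCherry had no count in them while Cdkn1a, the locus of the knock-in, was at 150 CPM or more. How reads are divided between Tert and mCherry_Tert is not stated, so the totals of both depend on the counting. In the edgeR fit over all genes, Tert had log2 fold changes of 2.92 ± 0.658 (SE, adjusted p = 0.187) in HFD Tert and 3.20 ± 0.665 (SE, adjusted p = 0.154) in HFD TertCi and was not called. DESeq2 called it in both (adjusted p 0.00101 and 0.000221), and over the 9 alternatives its adjusted p ran from 0.00101 to 0.232 in HFD Tert and from 0.000221 to 0.225 in HFD TertCi, with 2 of 9 under 0.05 in each. The difference in Tert between the Tert and TertCi groups was smaller than its error (log2 fold change -0.28 ± 0.605, SE, edgeR adjusted p = 1).

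In SD mCherry, Tert was counted 78, 44 and 8 times, or 2.19 ± 1.75 CPM (SD, n = 3), so the control level varied more between libraries on the standard diet than on the high-fat diet. Cdkn1a, the gene that carries the cassettes, was at 317 ± 110 CPM (SD, n = 6) in the knock-in libraries and 339 ± 102 CPM (SD, n = 3) in HFD mCherry. The log2 difference of -0.12 was smaller than the spread between libraries (2-sided exact permutation p = 0.762), and in the edgeR comparisons of each knock-in group with HFD mCherry its sign depended on which library was left out. Cdkn1a was at 208 ± 55.5 CPM (SD, n = 3) in SD mCherry, and its increase in HFD mCherry was not called (log2 fold change 0.71 ± 0.374, SE, edgeR adjusted p = 0.265).

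**Figure D1:**
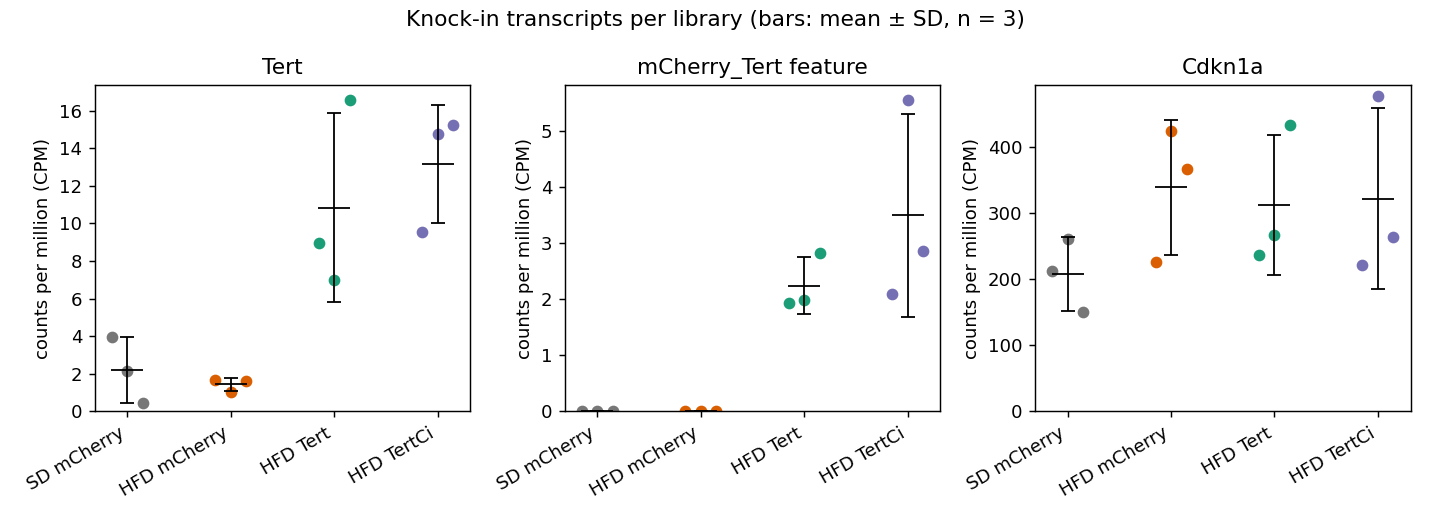
CPM (linear axes from 0) of Tert, the mCherry_Tert feature and Cdkn1a in each library; points are libraries and bars are the mean ± SD of 3 libraries per group. The 6 knock-in libraries lie between 6.99 and 16.6 CPM for Tert, above the 3 HFD mCherry libraries at 1.02 to 1.66 CPM, whereas Cdkn1a overlaps among the HFD groups.

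The effect of the diet was measured by comparing HFD mCherry with SD mCherry. Among 16713 genes tested, edgeR called 8 genes changed, 7 higher and 1 lower on the high-fat diet, and 4033 genes had an unadjusted p under 0.05. The values of the groups did not overlap for 4261 genes (25.5%), against the 10% that chance gives for 3 against 3 libraries. The number of called genes moved most when HFD mCherry replicate 15 was left out, which gave 2082 genes. DESeq2 called 2055 genes (1317 higher, 738 lower), while limma-voom and a fit to only the 6 libraries compared called 0 genes, with 3734 and 3471 genes at an unadjusted p under 0.05. Among the genes named by the rule, Tnfaip8l2 rose from 1.29 ± 0.295 to 12.4 ± 5.61 CPM (SD, n = 3 each; log2 fold change 3.26 ± 0.455, SE), Sh2d5 from 1.72 ± 0.400 to 16.1 ± 3.59 CPM (log2 fold change 3.22 ± 0.444, SE) and Inhbb from 45.9 ± 2.44 to 284 ± 47.6 CPM (log2 fold change 2.63 ± 0.350, SE), each with an adjusted p of 0.0446. Tnfaip8l2 overlaps Lysmd1 in the annotation, and without a stated strand its reads are uncertain. Cfd, an adipocyte list gene, had 377, 326 and 174 counts in SD mCherry and 7 in each HFD mCherry library, a log2 fold change of -5.18 ± 0.537 (SE, adjusted p = 0.0219). A further 3 called genes lay outside the rule and were named after their values were seen: 4930404N11Rik (log2 fold change 2.51), Slc7a8 (1.93) and Alcam (1.67). All 8 called genes moved in one direction in 3 of 3 libraries, with no overlap between the groups. Over 9 alternatives their adjusted p-values ran from 1.14e-15 (Cfd, DESeq2) to 0.104.

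High-fat diet mice carrying Tert or TertCi were compared with HFD mCherry to measure the effect of each cassette. For HFD Tert, 0 genes were called, the smallest adjusted p was 0.0554, and 2735 genes had an unadjusted p under 0.05. For HFD TertCi, 2 genes were called, both lower, and 2452 genes had an unadjusted p under 0.05. The groups did not overlap for 3532 genes (21.1%) in the Tert comparison and 3591 genes (21.5%) in the TertCi comparison, against 10% by chance. DESeq2 called 842 genes (315 higher, 527 lower) for Tert and 684 genes (217 higher, 467 lower) for TertCi. Without HFD mCherry replicate 15, edgeR called 51 genes for Tert and 198 for TertCi. The called genes were 4930404N11Rik, at 51.4 ± 13.2 CPM (SD, n = 3) in HFD mCherry and 9.07 ± 2.60 CPM (SD, n = 3) in HFD TertCi (log2 fold change -2.50 ± 0.288, SE, adjusted p = 0.0426), and Pdgfra, an adipose progenitor list gene, at 220 ± 19.6 and 61.6 ± 4.24 CPM (SD, n = 3 each; log2 fold change -1.84 ± 0.220, SE, adjusted p = 0.0426). Both were lower in 3 of 3 HFD TertCi libraries, and over 9 alternatives their adjusted p ran from 2.94e-12 to 0.180. Both overlap another annotated gene, Mfsd12 and Mir7025 respectively, and the use of strand is not stated. In HFD Tert they stood at 10.2 ± 1.44 and 75.1 ± 14.2 CPM (SD, n = 3), closer to HFD TertCi than to HFD mCherry, without passing the threshold.

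Tert and TertCi were also compared with each other, which tests whether the form of the enzyme mattered. No gene was called (0 of 16713), 227 genes had an unadjusted p under 0.05, and the groups did not overlap for 857 genes (5.13%), below the 10% that chance gives. DESeq2 called 7 genes (3 higher, 4 lower in HFD Tert). Over the 4 groups together, the edgeR F-test called 2 genes, Cfd (adjusted p = 0.0460) and 4930404N11Rik (adjusted p = 0.0264), and 3383 genes had an unadjusted p under 0.05. Leaving out HFD mCherry replicate 15 raised the F-test count to 651 genes.

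**Figure D2:**
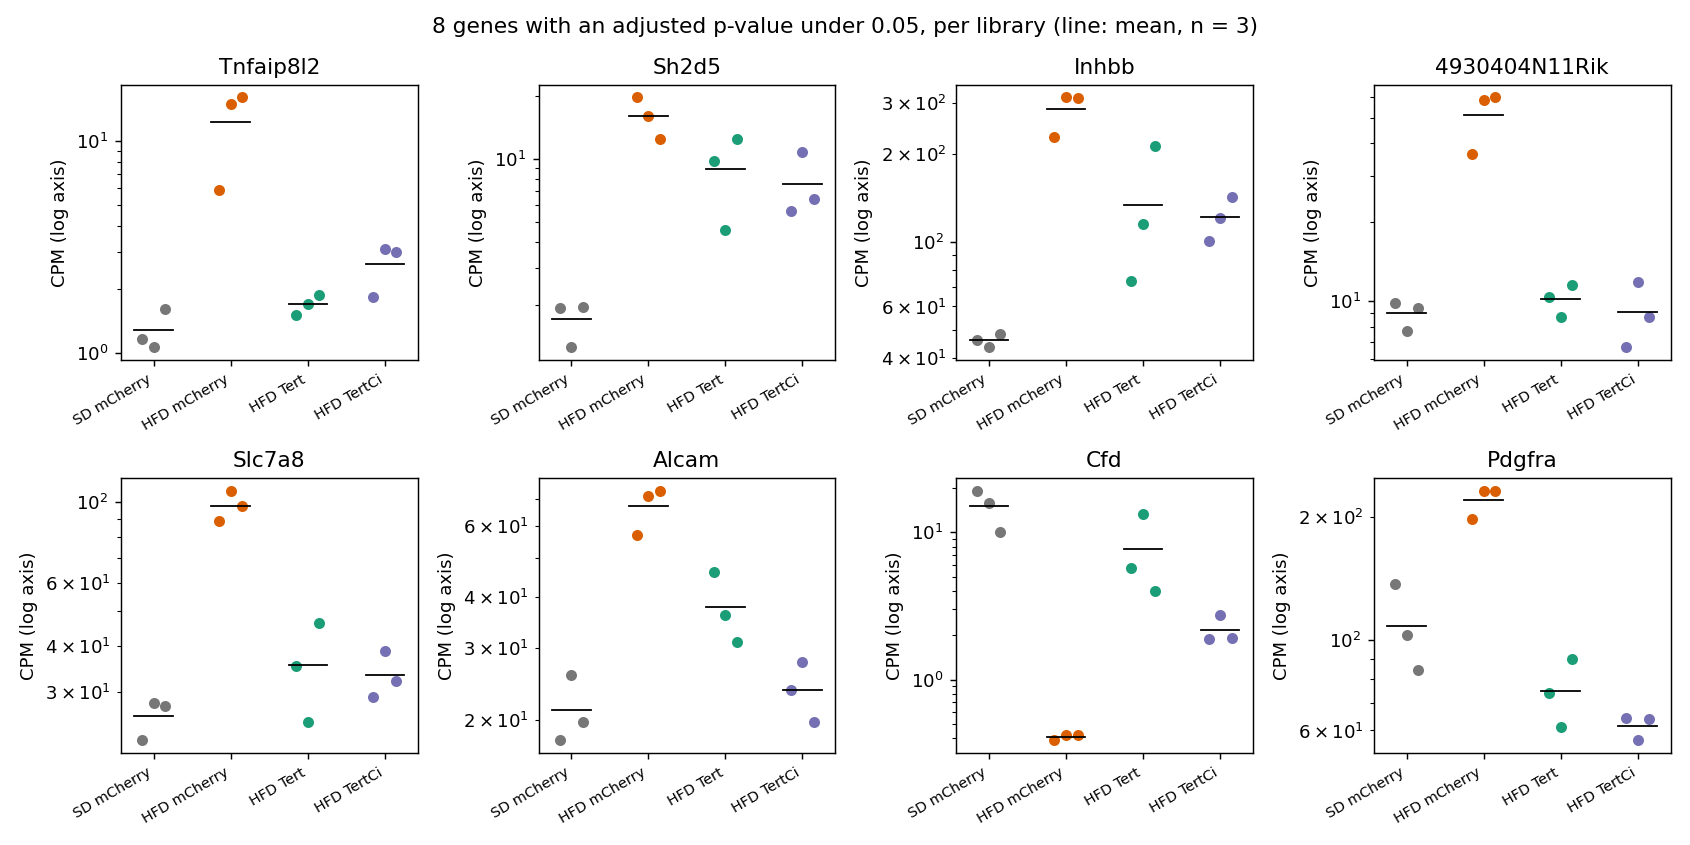
CPM on log axes of 8 of the genes called in the diet or the TertCi comparison; points are libraries and lines are means of 3 libraries per group. Tnfaip8l2, Sh2d5, Inhbb, 4930404N11Rik, Slc7a8 and Alcam are higher in every HFD mCherry library than in every SD mCherry library, and Cfd is lower.

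The 9 marker lists were compared among the groups because the series concerns adipocyte formation and macrophages. None of the 36 list tests passed an adjusted p of 0.05 with fry in limma (0 lists called; 6, 3, 3 and 0 lists had an unadjusted p under 0.05 in the diet, Tert, TertCi and Tert against TertCi comparisons). In the diet comparison the macrophage list had a mean log2 fold change of 2.15, with 18 of 18 genes higher (limma fry adjusted p = 0.0724). The lipid-associated macrophage list had 2.52 (14 of 15 genes higher, adjusted p = 0.0738) and the extracellular matrix list 2.55 (20 of 20 higher, adjusted p = 0.0724). The same lists had the opposite sign in the Tert comparison, at -1.69 (18 of 18 macrophage genes lower, adjusted p = 0.0738), -1.77 (13 of 15 lower, adjusted p = 0.0822) and -1.43 (20 of 20 lower, adjusted p = 0.129). In the TertCi comparison they stood at -1.70 (17 of 18 lower, adjusted p = 0.0822), -1.99 (15 of 15 lower, adjusted p = 0.0822) and -1.72 (20 of 20 lower, adjusted p = 0.0822). Each of these 9 results failed the correction, whereas with the epithelial score as a covariate, chosen after the data were seen, all 9 were under 0.05 (adjusted p 0.000720 to 0.00660). Leaving out HFD mCherry replicate 15 gave 12 list tests called, and leaving out HFD Tert replicate 27 moved the lipid-associated macrophage value in the Tert comparison from -1.77 to -3.15. Between HFD Tert and HFD TertCi the 3 lists differed by 0.00843, 0.21 and 0.29, and their sign was reversed without HFD Tert replicate 27.

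The remaining lists moved less. In the diet comparison, inflammation had a mean log2 fold change of 1.35, resident macrophage 1.10, proliferation 0.93, adipose progenitor 0.72, p53 and senescence 0.0759 and adipocyte -0.42. The corresponding values were -0.49, -0.55, -0.40, -0.27, 0.0292 and 0.53 in the Tert comparison, and -0.36, -0.44, -0.38, -0.41, -0.0425 and 0.23 in the TertCi comparison, with adjusted p-values of 0.0822 or more in limma. With library size alone as the scaling, p53 and senescence had the opposite sign in the diet (-0.14) and TertCi (0.0628) comparisons. Single libraries moved several of these values by over 1.5 times in the 12 fits that each left out one. For the diet, adipocyte ran from -0.75 (without HFD mCherry replicate 15) to -0.23 (without SD mCherry replicate 1) and p53 and senescence from 0.0215 (without SD mCherry replicate 3) to 0.23 (without SD mCherry replicate 2). In the Tert comparison inflammation, resident macrophage, proliferation and adipose progenitor fell to -0.98, -1.22, -0.84 and -0.54 without HFD Tert replicate 27. They rose to -0.22 without HFD mCherry replicate 17 for inflammation, to -0.25 without HFD Tert replicate 26 for resident macrophage, and to -0.19 and -0.13 without HFD Tert replicate 25 for proliferation and adipose progenitor. Adipocyte reached 0.85 without HFD mCherry replicate 15, and p53 and senescence ran from 0.0000702 (without HFD Tert replicate 25) to 0.0739 (without HFD mCherry replicate 17). In the TertCi comparison inflammation ran from -0.65 (without HFD mCherry replicate 15) to -0.0906 (without HFD mCherry replicate 17) and resident macrophage from -0.76 (without HFD TertCi replicate 31) to -0.21 (without HFD TertCi replicate 30). Adipocyte ran there from 0.12 (without HFD TertCi replicate 30) to 0.56 (without HFD mCherry replicate 15), and p53 and senescence from -0.14 (without HFD TertCi replicate 31) to 0.00222 (without HFD mCherry replicate 17). The alternative that moved the number of called lists most was camera with a preset correlation, which called 20 of the 36 list tests, of which 0 were called by fry or by camera with an estimated correlation. Of the 154 genes on the lists, 1, 0, 1 and 0 were called over all genes in the diet, Tert, TertCi and Tert against TertCi comparisons, and 81, 17, 23 and 0 when adjusted over the list alone, that is over the 154 genes of all lists together. With an unadjusted p under 0.05 there were 94, 55, 52 and 1.

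**Figure D3:**
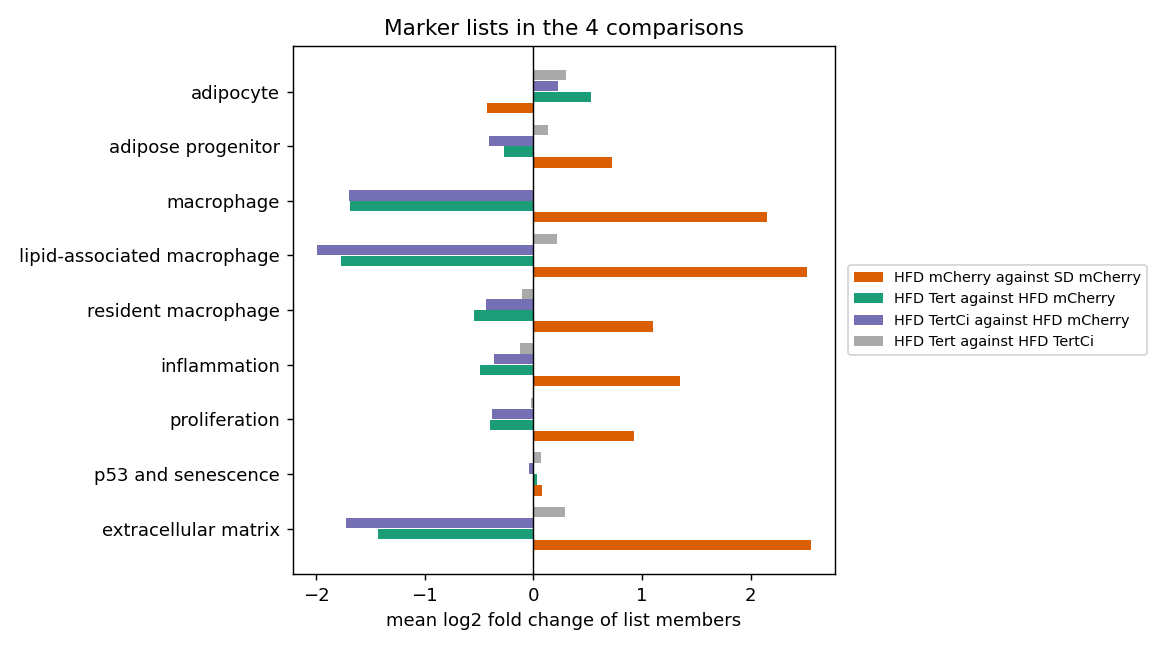
Mean log2 fold change of the members of each of the 9 marker lists (bars from 0) in the 4 comparisons, with 3 libraries per group. Macrophage, lipid-associated macrophage and extracellular matrix bars stand at 2.15, 2.52 and 2.55 for the diet and between -1.43 and -1.99 for Tert and TertCi, and no bar passed the threshold.

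Whether the cassettes moved diet genes back was examined with the share of diet genes whose sign was opposite to the diet effect. All of the 8 called diet genes (100%) had the opposite sign in the Tert and in the TertCi comparison. These comparisons share the HFD mCherry libraries, and simulated groups with the same mean gave 92.8% ± 9.81 and 90.0% ± 12.4 (SD over 50 simulations). The simulation held no diet effect, so its top diet genes were extreme by sampling alone. Its shares with HFD mCherry therefore do not give the share to be met by genes with a real diet effect. Between Tert and TertCi, which shares no library with the diet comparison, the share was 25%, against 52.0% ± 14.1 in simulation. A share between Tert and TertCi compares the cassettes with each other, so it cannot show whether both moved diet genes back. With the 200 genes of smallest diet p-value, a set added after the data were seen, the shares were 99.5%, 98.5% and 45%, against 91.0% ± 1.76, 90.9% ± 2.19 and 49.7% ± 3.80. The Tert and TertCi effects had a Pearson correlation of 0.744 across the 16713 genes, which are not independent replicates, against 0.498 ± 0.0176 in simulation (0.462 to 0.541). Of 100 drawn splits of the 12 libraries, 16 gave a correlation as large. With the epithelial score as a covariate the share between Tert and TertCi was 71.6% over the 1109 diet genes then called, another gene set than the 8 above and one not set against simulation.

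The make-up of the libraries was described with the second set of lists, whose levels are given as mean log2 CPM with n = 3 per group and were not tested. Endothelial genes stood at 6.63 ± 0.206 (SD) in SD mCherry, 7.51 ± 0.491 in HFD mCherry, 8.05 ± 0.548 in HFD Tert and 8.07 ± 0.618 in HFD TertCi. In the same order, mesothelial genes stood at 6.15 ± 1.09, 4.96 ± 0.417, 6.61 ± 0.940 and 6.17 ± 0.0508, erythrocyte genes at 5.64 ± 0.672, 5.90 ± 0.541, 6.34 ± 1.84 and 6.73 ± 1.02, and skeletal muscle genes at 2.79 ± 1.07, 1.70 ± 0.882, 2.93 ± 2.03 and 2.58 ± 1.35. Within the skeletal muscle list, Des and Tpm2 had 71390 and 63198 counts in HFD Tert replicate 26, against 31 and 14 for Myh1 and Myh2. The level of that list thus rests on part of its genes and does not establish skeletal muscle. B cell genes ran from -0.00823 ± 0.927 in SD mCherry to 1.05 ± 0.941 in HFD TertCi. T cell genes ran from -0.00483 ± 0.622 in HFD Tert to 0.88 ± 0.639 in HFD mCherry, and neutrophil genes from 0.56 ± 1.05 in HFD Tert to 1.41 ± 0.131 in HFD mCherry. Sex-linked genes ran from 5.21 ± 0.182 to 5.51 ± 0.0670, with Ddx3y at 169 CPM or more and Xist at 0.407 CPM or less in all 12 libraries. Epididymis and epithelium genes had the widest spread within groups, at 6.07 ± 2.08, 3.73 ± 3.87, 4.15 ± 4.94 and 5.26 ± 3.17. Within that list Crisp1 exceeded 500 CPM in 8 libraries and was under 1 CPM in the other 4, reaching 14780 CPM in SD mCherry replicate 3. Akr1b7, singled out after its values were seen, split the libraries in the same numbers and reached 38013 CPM.

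**Figure D4:**
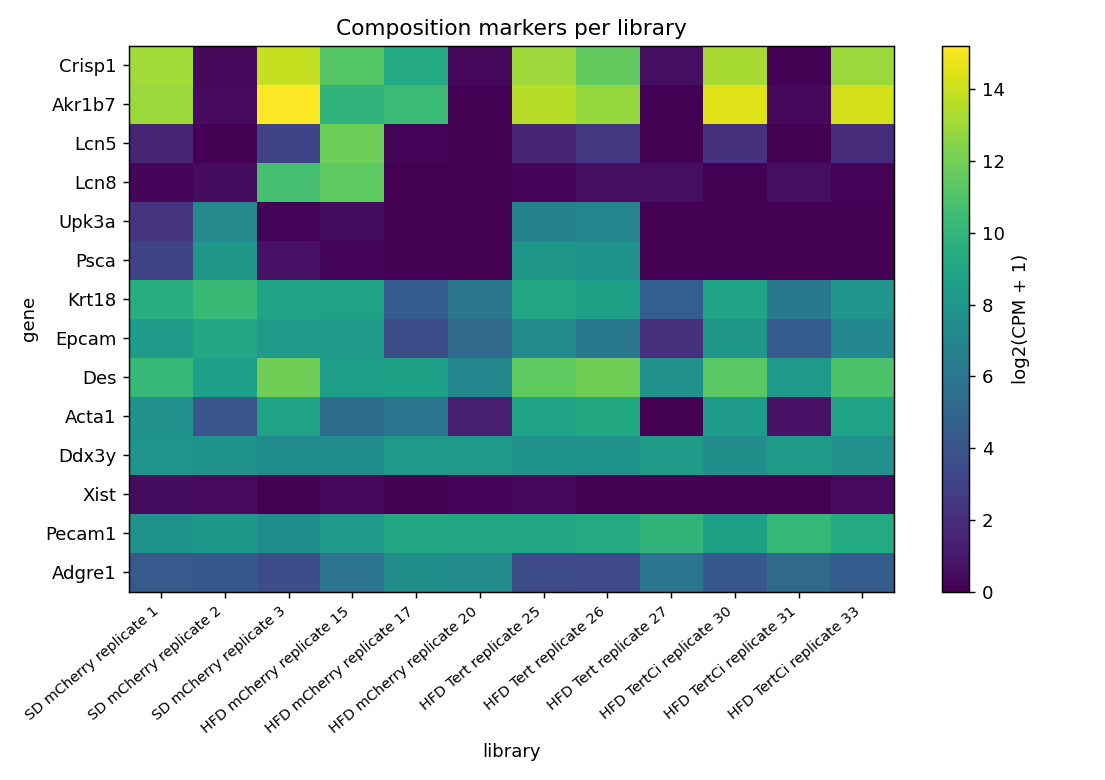
Heat map of log2(CPM + 1) for 14 composition genes, chosen after their values were seen, in the 12 libraries. Crisp1 and Akr1b7 range from 0 to 14780 and 38013 CPM within and across groups, while Ddx3y stays between 169 and 328 CPM.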

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

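The epithelial score as a covariate, the genes with the smallest diet p-values, the mCherry_Tert feature, and the mean of both knock-in groups with and without the covariate were chosen only after the data were seen, and the other alternatives before. No paired analysis was possible because the groups share no replicate numbers.

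The Tert difference between knock-in and HFD mCherry libraries kept its direction and its side of the threshold under every alternative run, with log2 differences from 2.37 (pseudocount 1) to 3.03 (library size only) and from 2.73 to 3.08 across the 9 fits that each left out one library. With the mCherry_Tert feature it was 4.79, a value set by the pseudocount because the mCherry libraries had no count.

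The counts of called genes depended on the tool. In the diet, Tert, TertCi and Tert against TertCi comparisons, DESeq2 called 2055, 842, 684 and 7 genes. All 8 diet genes and both TertCi genes called by edgeR were among them in the same direction. With limma-voom the diet count was 0 (3734 at an unadjusted p under 0.05), and the TertCi count was 2. Fitting only the 2 groups compared gave 0 genes for the diet and 0 for TertCi, with 3471 and 2624 at an unadjusted p under 0.05, from fewer libraries and so fewer degrees of freedom. The cause of the difference between DESeq2 and edgeR was not tested. A fold change threshold changed none of the 4 counts. It could only remove genes with an absolute log2 fold change under 1, and the smallest among the called genes was 1.67 (Alcam). This alternative therefore could not have changed a count.

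Scaling and filtering moved the counts less. DESeq2 size factors in the edgeR fit left 2 diet genes, 1 higher and 1 lower (50% higher, against 87.5%), and the reversal share between Tert and TertCi became 50%, over those genes. With library size alone, 1 TertCi gene and 4 marker list tests were called. This scaling shifted the median log2 fold change of all genes by -0.20 in the diet comparison, 0.10 in TertCi and -0.0155 between Tert and TertCi. These shifts are larger than the values that reversed: Cdkn1a in TertCi went from -0.0775 to 0.0338, p53 and senescence from 0.0759 to -0.14 for the diet and from -0.0425 to 0.0628 for TertCi, and macrophage from 0.00843 to -0.0134 between Tert and TertCi. A shift of all genes by that much is enough to reverse them. A mean count of at least 50 gave a correlation of Tert and TertCi effects of 0.812, and no filter gave 0.705. Without a filter 9 diet genes were called, 7 higher and 2 lower (77.8% higher), including all 8. A mean count of at least 50 reversed p53 and senescence for the diet (-0.00772). The median shift of all genes there, -0.00431, is too small to account for that reversal, whose cause was not tested. Fitting only the 2 groups took Cdkn1a in TertCi to 0.00752, with a median shift of all genes of 0.0846, again enough for the reversal.

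With the preset correlation, camera called 20 of the 36 list tests, and with an estimated correlation 0. Neither changed a direction, since the fold changes are the same.

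The epithelial score as a covariate changed the most results. It gave 1109 diet genes (866 higher, 243 lower), 595 Tert genes (174 higher, 421 lower) and 308 TertCi genes (89 higher, 219 lower), 1013 genes in the F-test over the 4 groups and 11 list tests, which include macrophage, lipid-associated macrophage and extracellular matrix in the diet, Tert and TertCi comparisons, while Tert against TertCi stayed at 0 genes (425 at an unadjusted p under 0.05). All 8 diet genes and both TertCi genes were among those called. The reversal share between Tert and TertCi was 71.6% over the 1109 diet genes called with the covariate, against 25% over the 8 called without it, so the gene sets differ, and it was not set against simulated groups. The correlation of Tert and TertCi effects went to 0.683. Reversed were Cdkn1a in TertCi (0.0684), p53 and senescence for the diet (-0.0401) and TertCi (0.0124), and, between Tert and TertCi, macrophage (-0.36) and lipid-associated macrophage (-0.37). With the genes with the smallest diet p-values, the share between Tert and TertCi was 45%.

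Leaving out one library at a time gave 0 to 2082 diet genes, 0 to 51 Tert genes, 0 to 198 TertCi genes and 0 genes between Tert and TertCi, with 2140 to 5903, 1422 to 3427, 1361 to 3270 and 108 to 539 genes at an unadjusted p under 0.05. The F-test gave 0 to 651 genes and the marker lists 0 to 12 tests. The highest counts of called diet, Tert, TertCi and F-test genes and of list tests were each reached without HFD mCherry replicate 15. Without HFD Tert replicate 27 there were 686 diet genes and 170 F-test genes, and without SD mCherry replicate 3 there were 48 diet genes (8 higher, 40 lower), 8 Tert genes and 513 F-test genes. Leaving out SD mCherry replicate 1 or 2, HFD mCherry replicate 17 or 20, or HFD TertCi replicate 33 left 0 diet genes, and leaving out HFD Tert replicate 25 or HFD TertCi replicate 30 or 31 left 2 diet genes, and leaving out HFD Tert replicate 26 left 4. Of the 12 fits, Cfd was called in 7, 4930404N11Rik in 6, Inhbb, Sh2d5 and Slc7a8 in 4 each, and Alcam and Tnfaip8l2 in 3 each for the diet, and 4930404N11Rik and Pdgfra in 2 for TertCi, those without SD mCherry replicate 3 or HFD mCherry replicate 15. None of these genes changed sign. The correlation of Tert and TertCi effects ran from 0.692 to 0.803. Reversal shares, defined in the 7 fits that called any diet gene, ran from 60.4% to 100% for Tert, from 62.5% to 100% for TertCi and from 25% to 100% between Tert and TertCi, where the 100% without HFD TertCi replicate 30 rested on 2 genes.

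Across the same fits some log2 fold changes crossed 0. Tert in the diet comparison ran from -1.09 to 0.13, positive without SD mCherry replicate 1. Cdkn1a ran from -0.43 to 0.0743 in Tert, from -0.48 to 0.13 in TertCi and from -0.35 to 0.36 between them. The p53 and senescence list in TertCi ran from -0.14 to 0.00222. Between Tert and TertCi, adipose progenitor ran from -0.12 to 0.33, macrophage from -0.78 to 0.30, lipid-associated macrophage from -1.16 to 0.88, resident macrophage from -0.78 to 0.21, inflammation from -0.61 to 0.0672, proliferation from -0.47 to 0.19 and extracellular matrix from -0.23 to 0.54. The lowest of each of these 7 lists was without HFD Tert replicate 27. Leaving out that library also moved, in the Tert comparison, lipid-associated macrophage to -3.15, resident macrophage to -1.22, inflammation to -0.98, proliferation to -0.84 and adipose progenitor to -0.54. Macrophage, lipid-associated macrophage and extracellular matrix kept the sign of the diet, Tert and TertCi comparisons in all 12 fits.

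Of the other results, single genes and single list tests, 6 of 54 changed under DESeq2 size factors (6 weaker), 11 of 54 under library size only (3 weaker, 4 stronger, 4 reversed), 8 of 18 under limma-voom (8 weaker), 11 of 18 with only the 2 groups compared (10 weaker, 1 reversed), 2 of 18 under DESeq2 (2 stronger), 18 of 54 with the covariate (13 stronger, 5 reversed) and 0 of 54 without a filter. With 3 libraries per group and a coefficient of variation of 0.536, the simulated data showed 30.5% of genes changed by a log2 fold change of 2 recovered, which limits what a count of 0 can exclude.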

Other observations

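The comparisons of list levels within libraries, the ratios of epididymis genes to Crisp1, the reordered covariate and the search for identical counts were tests chosen only after the result was seen. The counts of other splits and the further epididymis and urothelium genes were fixed before their values were looked at.

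Other splits of the libraries were counted for each number of called genes. For the diet, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes as the 8 called, and for TertCi 1 of 10 gave as many as the 2 called. With 10 splits the share cannot go under 0.1, so a real effect cannot be told apart from an accidental split in these 2 comparisons. For Tert and for Tert against TertCi, where 0 genes were called (2735 and 227 at an unadjusted p under 0.05), any split gives at least that many, so the 10 of 10 splits that do so carry no information. Another split of the HFD mCherry and HFD Tert libraries gave 884 genes. For the F-test over the 4 groups, 5 of 100 drawn splits gave as many genes as the 2 called, up to 10, so that count is within what arbitrary splits give. Of the same 100 splits, 16 gave a correlation of Tert and TertCi effects as large as 0.744, up to 0.846, and 19 and 25 gave reversal shares of the 200 top diet genes as large as 99.5% and 98.5%. The excess over the simulated unchanged groups is therefore not particular to the real grouping.

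Because edgeR called no gene between Tert and TertCi, the mean of both groups was compared with HFD mCherry, a comparison added after the data were seen. DESeq2 called 7 genes between Tert and TertCi, so the absence of called genes holds for edgeR and not for every tool. It gave 298 genes (65 higher, 233 lower; 3700 at an unadjusted p under 0.05), and 2 of the 84 splits of the 9 HFD libraries into 6 and 3 gave as many, the other one giving 1713 genes. With the epithelial score as a covariate it gave 1496 genes (518 higher, 978 lower), and 1 of the 84 splits gave as many, the highest of the others being 24. With the covariate, 1 of 100 drawn splits gave as many genes as the 1013 of the F-test over the 4 groups, the highest of the others being 165. Both counts with the covariate were above those of every other split run, whereas 1 other split exceeded the 298 genes without it. The covariate was chosen after the data were seen and is computed from the same libraries. Sequencing batch, litter and housing are not in the labels, so a difference between groups of that kind stays open beside the genotype.

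The libraries differed widely in epithelial transcripts within groups. The mean log2 CPM of the epididymis and epithelium list was 6.87, 3.71 and 7.64 in SD mCherry replicates 1, 2 and 3, and 7.97, 2.86 and 0.38 in HFD mCherry replicates 15, 17 and 20. It was 7.32, 6.67 and -1.55 in HFD Tert replicates 25, 26 and 27, and 7.35, 1.61 and 6.82 in HFD TertCi replicates 30, 31 and 33. For HFD mCherry replicate 15 and SD mCherry replicate 3, epididymal tissue in the preparation is a candidate source. Of 11 further epididymis genes, none on another list, 10 were detected and 9 were highest in HFD mCherry replicate 15 or SD mCherry replicate 3, all 9 in HFD mCherry replicate 15. None exceeded 1 CPM in every library. The highest levels in a single library were those of Cst8 and Cst11, at 806 and 700 CPM in HFD mCherry replicate 15. Ces5a had the largest total over all libraries (31626 counts) and was highest in SD mCherry replicate 1, at 698 CPM. On the first list Crisp1, Lcn5 and Lcn8 reached 14780, 3638 and 2769 CPM. Crisp1 was highest in SD mCherry replicate 3, where Lcn5 was at 7.36 CPM, so the mix of epididymal genes differed between libraries. SD mCherry replicate 3 did not share the mix of HFD mCherry replicate 15. It had more Crisp1 (255150 against 43372 counts) but fewer counts of each of the 10 genes. Cst8 had 5277 against 14583 counts, and Ces5a 101 against 9147. Ces5a was higher in SD mCherry replicate 1 (13711 counts) than in SD mCherry replicate 3, and Cst8 was lower (2 counts). The other 6 libraries with Crisp1 over 500 CPM did not share the mix of HFD mCherry replicate 15 either. Ratios to Crisp1 were compared in these 6 only. In HFD Tert replicates 25 and 26 and HFD TertCi replicate 33, Crisp1 was at 7974, 3064 and 7813 CPM, above the 2396 CPM of HFD mCherry replicate 15, while Cst8 had 1, 3 and 0 counts and Lcn10 had 0 in each. Relative to Crisp1, 8 of the 10 genes were over 10 times lower in each of the 6 libraries than in HFD mCherry replicate 15, the exceptions being Ces5a in SD mCherry replicate 1 and HFD TertCi replicate 30 and Eppin in SD mCherry replicate 1. These ratios argue against epididymal tissue of the mix seen in HFD mCherry replicate 15 as the source of Crisp1 in the 6 libraries. Open are epididymal tissue of another mix and other epithelium. No biological explanation tied to the groups was tested.

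Upk3a and Psca stood out in SD mCherry replicate 2 and HFD Tert replicates 25 and 26, with Upk3a at 141, 110 and 122 CPM and Psca at 267, 264 and 224 CPM. Urothelium-like tissue in the preparation is a candidate source. Of 6 further urothelium genes, none on another list, 5 were detected and 4 had the same 3 libraries highest. Krt20 and Trp63 were the most abundant, at up to 213 and 104 CPM, and the others stayed under 2 CPM. None exceeded 1 CPM in every library. These 3 libraries come from 2 groups, and no biological explanation was tested.

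The small number of called genes in the model of 12 libraries may reflect uneven levels of the transcripts in the epithelial score. The score mixes epididymis with other epithelial genes and does not measure epithelial content as such. SD mCherry replicate 2 had the highest Epcam (543 CPM) and Krt18 (1247 CPM), yet its score lay 1.09 below the mean of the libraries. The covariate lowered the biological coefficient of variation from 0.536 to 0.392 and raised the calls over the 3 comparisons with HFD mCherry to 2012. When the covariate was reordered among the libraries, 5 of 100 orders, the real one included, gave as many calls, with a median of 1 and a highest count of 2883, so by the number of calls the real order cannot be told apart from some arbitrary ones. The lowest coefficient of variation over the reordered covariates was 0.456, above the real one, a comparison made after its value was seen. The score is itself computed from the counts, and other sources of spread that follow it were not separated from it.

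The macrophage list was lower in both knock-in groups than in HFD mCherry, and a dilution of stromal RNA by epithelial cells would lower all stromal lists alike. The macrophage minus endothelial level within each library removes such a dilution. It was -2.35 ± 0.423 (SD, n = 6) in the knock-in libraries and -0.0580 ± 0.219 (SD, n = 3) in HFD mCherry, a log2 difference of -2.29, lower in 6 of 6 libraries (2-sided exact permutation p = 0.0119, the smallest that 84 splits allow, adjusted over 4 such tests 0.0238). The endothelial list was itself higher in the knock-in groups, so the same was done with the adipose progenitor list: the difference was -1.41, again lower in 6 of 6 libraries (exact permutation p = 0.0119, adjusted 0.0238). Both values argue against epithelial dilution, and the second against a higher endothelial share alone, as the whole of the pattern. The extracellular matrix list fell by similar amounts, -1.43 (Tert) and -1.72 (TertCi), against -1.69 and -1.70 for macrophage. The fall was thus not particular to macrophage genes. Open are fewer macrophages, lower marker expression per macrophage, which bulk RNA cannot separate, and batch or sampling differences that the labels do not record. An effect of the cassettes on macrophages is thus a hypothesis, and one that Tert and TertCi would share.

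For the diet, the macrophage minus endothelial level was -1.27 ± 0.0826 (SD, n = 3) in SD mCherry and -0.0580 ± 0.219 (SD, n = 3) in HFD mCherry, a log2 difference of 1.21. Macrophage minus adipose progenitor was -0.71 ± 0.152 (SD, n = 3) and 0.66 ± 0.264 (SD, n = 3), a difference of 1.37. Each was higher in 3 of 3 libraries without overlap (2-sided exact permutation p = 0.1 for both, the smallest that 3 against 3 allows, adjusted 0.1). Both differences exceed the spread of the libraries, and with the epithelial score as a covariate the macrophage list stayed at 1.70 (18 of 18 genes higher, limma fry adjusted p = 0.000720). The differences argue against dilution by epithelial cells as the whole of the pattern. The covariate adds less, because its score was below the mean in SD mCherry replicate 2, the library with the most Epcam. The extracellular matrix list rose too, by 2.55 against 2.15 for macrophage without the covariate. The rise was thus not particular to macrophage genes. Open are more macrophages, higher marker expression per macrophage, and batch or sampling differences that the labels do not record.

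Hba-a1 and Hba-a2 had the same count in each of the 12 libraries. Among genes with at least 100 counts in all, 31 sets of genes, 65 genes together, had identical counts in all libraries, among them Ren1 with Ren2 and Hbb-b1 with Hbb-bs. This is consistent with reads shared between near-identical copies being counted once for each copy, or with symbols entered more than once for a locus. Levels of such genes cannot be assigned to one copy.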
